A study of Mus musculus with 8 samples.

How the data were processed

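The samples were 8 ATAC-seq libraries from mouse gastrocnemius, 4 labelled as vehicle and 4 as iMSBmal1KO, all of the Cre-positive floxed genotype. Per the labels, nuclei were isolated from muscle homogenates on sucrose cushions and libraries were made with a commercial ATAC-seq kit. The labels state neither the aligner, the removal of duplicates, the shift of reads for the transposase, the region caller nor the time of day of tissue collection, and these steps could change the values.

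The authors deposited one table of 489637 regions with a column of signal per library and gene annotation. All 8 value columns matched a sample by name. The deposited signal was never negative and was not whole. In each library 98.3% to 99.8% of the non-zero values were whole multiples of a single step, between 0.428 and 3.13, within a tolerance of 0.02 reads. The values were therefore taken as read counts divided by a factor per library, and dividing by the step gave read equivalents. The factors equalled median-of-ratios factors to within a ratio of 0.985 to 1.04. Some values were not whole multiples, so complete recovery of reads is not claimed. Of the regions 41.3% abutted another region, so neighbouring regions are not independent. The table names no genome build, and coordinates are given as it lists them, counted from 1. A RefSeq gene table of GRCm38.p6 was used to look up gene names, 82.7% of which matched, and to compare positions. Of the matched genes, 99.7% had a transcript that overlapped the RefSeq gene, and 91.5% one within 1 kb of its bounds. Its coordinates were used for nothing else here. No genome sequence was used, so tests of sequence motifs and of GC content were not run.

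Depth ran from 4.31 to 29.5 M read equivalents in regions (M, units of 1e+06). The median tested region held from 6 reads in the shallowest to 51.0 reads in the deepest library. Intervals from counts cover counting error only, since reads without molecular identifiers are not independent molecules. For the promoter share of vehicle replicate 4, 58.2%, the 95% Wilson interval was 58.2% to 58.3%, far narrower than the spread between replicates.

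The test planned before the data were examined assumed counts. Since the values were a scaled signal, the fallback written in that plan was used, limma-trend on log2(signal + 1) with robust empirical Bayes moderation (limma 3.58.1, R 4.3.3), with group as the only term and all 8 libraries. Log2 changes are therefore on the log2(signal + 1) scale. Regions were kept where at least 4 libraries reached 0.762 read equivalents per M and all libraries together held 15, which left 124901. P-values were adjusted by the Benjamini-Hochberg method over all tested regions, with a threshold of 0.05. Gene lists were tested with camera at a preset correlation of 0.01 between regions, with an estimated correlation, and with fry, over 10 sets that included lists for fast and slow fibres, satellite cells, fibro-adipogenic cells, endothelial cells, macrophages and denervation. Regions were assigned to genes as the table annotates them. Sections of genes are also given as annotated. The label 5' UTR exon ran from 935 to 66191 bp past the start of a single Npas2 transcript. Labels of UTR exons therefore need not mean exonic sequence. Single values per library, such as summed signal at a gene, were compared with exact two-sided permutation tests over the 70 arrangements of the 8 libraries. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.

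Most regions named in the text followed a rule set before the data were examined. Under it were named the regions of Bmal1, the 5 regions with the smallest p in each direction among those past the threshold with separate groups, at most 1 per gene, and up to 8 regions of the clock and muscle output lists past the threshold. Regions of Npas2 and Rora came from that last group. Named outside the rule, after values were seen, were the Per2 region, the genes with more than 1 region past the threshold, and the genes and marker regions given in the closing observations. The deposited scaling was kept for the main result. A gene of the clock list, counted in the totals of the list, is not reported here by itself, and a comparison between groups of clock genes that included it was left out.

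The fit was tested on simulated libraries drawn with the means and depths of the 124901 regions, with 200 regions changed. Of these 134 were called (67.0%), as was 1 unchanged region, and no region was called in a simulation without changes. Among 4-fold changes 75.0% were called, and 94.3% of those at or above the median signal. Every region was given the same squared ratio of SD to mean beyond counting error, 0.0365, and was drawn independently of its neighbours. Regions of larger spread, dependence between neighbours and a general shift between the groups were not simulated. These rates therefore need not hold for the real libraries.

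Alternatives planned before the data were examined were median-of-ratios factors, total reads, abundance-dependent loess, other filters, autosomes alone, a stricter threshold, the replicate number as a block, other set tests, other promoter windows and leaving out each library. Alternatives chosen after seeing the data were pseudocounts of 0.5 and 5, trimmed-mean factors, limma-voom with and without quality weights, and merging of abutting regions.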

Results

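Chromatin accessibility was measured by ATAC-seq, in which a transposase inserts sequencing adapters into open DNA, in nuclei from the gastrocnemius, a calf muscle, of 6-month-old mice. The series held 8 libraries, 4 from vehicle-treated mice and 4 from mice labelled iMSBmal1KO, and every mouse carried the Cre transgene and floxed copies of Bmal1. Bmal1, listed in the deposited table under its symbol Arntl, encodes a transcription factor of the circadian clock. The label iMSBmal1KO names an inducible knockout of this gene in skeletal muscle. The comparison between the groups asks which regions of chromatin differ after the knockout was induced. Because the groups differ in the inducing treatment as well as in the knockout, the design does not separate these.

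The deposited table gave a signal for 489637 regions in each library, with a median region length of 115 bp. The signal behaved as read counts divided by a constant per library, and this constant gave the depth of each library in read equivalents. Vehicle libraries 1 to 4 held 13.3, 13.0, 19.7 and 4.31 M read equivalents in regions (M, units of 1e+06), and the iMSBmal1KO libraries 29.5, 16.8, 12.4 and 11.2 M. The difference in depth between the groups was smaller than the spread within them (12.6 ± 6.31 M against 17.5 ± 8.37 M, SD, n = 4 each, exact two-sided permutation p of 0.486). In vehicle replicate 4, 24.9% of regions were at 0, against 2.36% in iMSBmal1KO replicate 1, so weakly accessible regions were least certain in vehicle replicate 4.

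The mitochondrial share of read equivalents was 3.31%, 2.26%, 5.51% and 16.5% in the vehicle libraries and 1.11%, 1.40%, 3.06% and 2.70% in the iMSBmal1KO libraries. The group means were 6.88% ± 6.52 and 2.07% ± 0.954 (SD, n = 4 each), which did not differ by an exact two-sided permutation test (p = 0.114, 0.2 after Benjamini-Hochberg adjustment over the 7 group summaries tested). Vehicle replicate 4 stood apart from the rest. Over the tested regions its log2 signal correlated with that of the other libraries at r of 0.80 to 0.85, against 0.90 to 0.94 among the other 7 libraries. These correlations are across regions, which are not independent replicates.

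**Figure D1:**
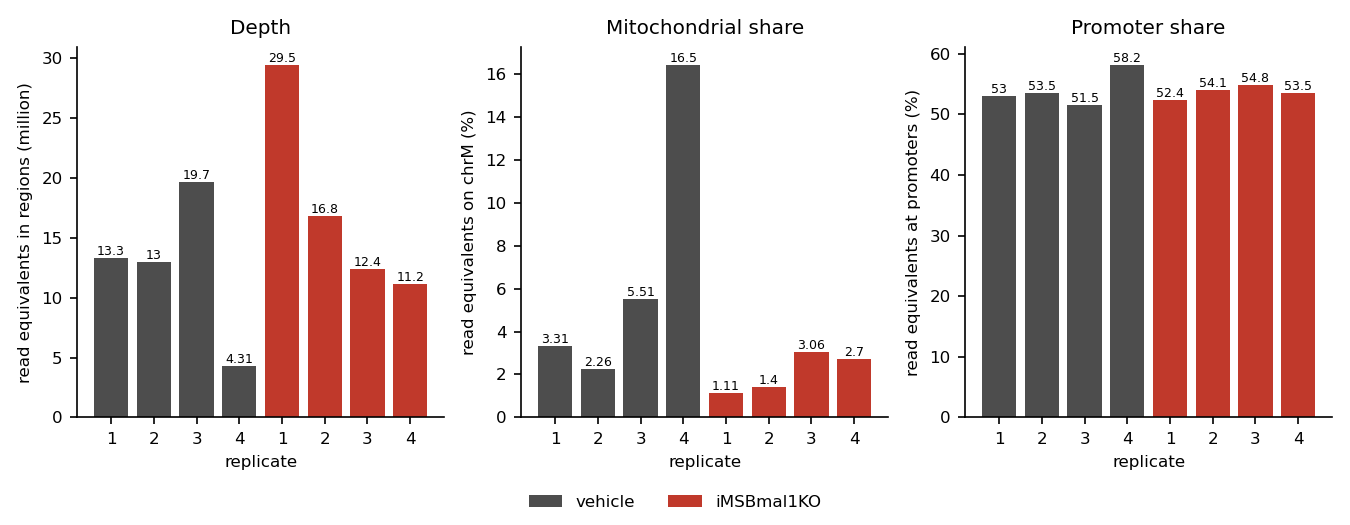
Bars show, for each library, the read equivalents in regions in M, the percentage of them on the mitochondrial chromosome and the percentage in promoter regions, with vehicle libraries in grey and iMSBmal1KO libraries in red. Vehicle replicate 4 had the lowest depth, 4.31 M, and the highest mitochondrial share, 16.5%.

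The targeted gene was examined first. The table held 82 regions annotated to Bmal1, of which 37 passed the filter on low signal. The summed signal of the 82 regions was 2688, 2248, 2557 and 1942 in vehicle replicates 1 to 4 and 3023, 3421, 3154 and 3315 in iMSBmal1KO replicates 1 to 4. The sum was 2359 ± 334 in vehicle and 3228 ± 176 in iMSBmal1KO (SD, n = 4 each), a mean log2 difference of 0.46. The exact two-sided permutation p was 0.0286, the smallest that 4 against 4 libraries allow, and 0.1 after Benjamini-Hochberg adjustment over the 7 group summaries. The difference was 0.37 without vehicle replicate 4. Without iMSBmal1KO replicate 2, and also without iMSBmal1KO replicate 4, the exact permutation p was 0.0571, or 2 of the 35 arrangements of 4 against 3 libraries, although every remaining iMSBmal1KO sum lay above every vehicle sum.

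Of the 37 tested Bmal1 regions, 34 had a positive log2 change, and 31 lay above the median of all tested regions. The deepest of them, at an annotated transcription start, chromosome 7, 113206953 to 113207503, hardly changed. It held 591 ± 146 in vehicle and 602 ± 71.8 in iMSBmal1KO (SD, n = 4 each). Its log2 change was 0.05 ± 0.20 (SE, limma adjusted p of 0.942). A single one of the 37 passed the threshold, chromosome 7, 113250869 to 113251387, in a part of the gene annotated as 5' UTR exon. Its signal was 187 ± 44.6 in vehicle and 390 ± 37.6 in iMSBmal1KO (SD, n = 4 each), a log2 change of 1.08 ± 0.21 (SE) with a limma adjusted p of 0.0468. This call was close to the threshold and was lost in 11 of 21 other settings, with limma adjusted p from 0.00738 to 0.265 over all of them. None of the tested Bmal1 regions was called lower. The most negative estimate lay at a coding exon, chromosome 7, 113285062 to 113285935, with a log2 change of -0.62 ± 0.39 (SE, limma adjusted p of 0.609). Its signal was 24.5, 24.7, 21.0 and 34.4 in the vehicle libraries and 8.56, 18.4, 39.4 and 11.3 in the iMSBmal1KO libraries, so the groups overlapped. The labels do not name the floxed exon, and the accessibility of this gene neither supported nor contradicted the group labels.

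Across the genome, 124901 regions passed the filter and were tested. At an adjusted p under 0.05 (limma, Benjamini-Hochberg), 110 regions differed, 39 more accessible and 71 less accessible in iMSBmal1KO. In each of the 110 regions the 4 values of one group all lay above the 4 values of the other. Among all tested regions 5.48% had groups separated in this way, against 2.86% expected by chance. At an unadjusted p under 0.05 there were 11516 regions, or 9.22% of those tested, 8236 of them higher and 3280 lower. The median log2 change over all tested regions was 0.12, which moved to 0.01 with abundance-dependent loess scaling and to 0.04 without vehicle replicate 4. Changes of gene families are given below relative to this median.

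The number of regions past the threshold depended on single libraries. It was 281 without vehicle replicate 4, and these included all 110 regions. It was 32 without vehicle replicate 1, 41 without vehicle replicate 3, 43 without iMSBmal1KO replicate 2, 39 without iMSBmal1KO replicate 3 and 57 without iMSBmal1KO replicate 4. Among the other choices of processing, loess scaling moved the count most, to 342 regions, of which 109 were among the 110, and limma-voom on the read equivalents gave the same number of calls.

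The 110 regions were annotated to 71 genes, with 24 regions listed as intergenic. Of them, 21 (19.1%) lay within 1000 bp of an annotated transcription start, against 30.3% of all tested regions. Their log2 changes ran from -3.04 to 3.17, and the smallest in size was -0.96. 6 genes held more than 1 such region. Npas2, a paralogue of the Clock gene, held 9, all higher. Sorbs3 held 4, and Syne1, Aff3 and Gm49417 held 2 each, all lower. CT010467.1, annotated as rRNA, held 2, both higher. Of the 110 regions, 10 abutted another called region, so that the 110 formed 104 runs. The 2 Syne1 regions abutted, as did the 2 of CT010467.1, and abutting regions of Sorbs3 ran on into a region of Gm49417. Counts per gene are therefore not counts of separate sites.

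Among the more accessible regions, the smallest p-values fell on an intergenic region of chromosome 14, 73630441 to 73630949, and on a region of Npas2 that the table annotates as transcription start, chromosome 1, 39192753 to 39192965. The intergenic region rose from 30.1 ± 4.99 to 145 ± 31.8 (SD, n = 4 each), a log2 change of 2.22 ± 0.24 (SE, limma adjusted p of 2.98e-04). The Npas2 region rose from 45.4 ± 13.1 to 203 ± 25.2 (SD, n = 4 each), a log2 change of 2.17 ± 0.24 (SE, limma adjusted p of 2.98e-04). An intergenic region of chromosome 18, 20936759 to 20936886, rose from 10.3 ± 1.19 to 43.5 ± 10.6, an intergenic region of chromosome 2, 113978439 to 113978679, from 8.47 ± 3.38 to 39.4 ± 6.30, and a region of Lrrc28 annotated as 3' UTR exon, chromosome 7, 67537155 to 67537260, from 10.5 ± 3.56 to 46.2 ± 13.2 (SD, n = 4 each). These 3 had limma adjusted p-values of 0.00923, 0.00989 and 0.0117. Each of the 3 missed the threshold when 1 of certain libraries was left out, with limma adjusted p of up to 0.0797, 0.0789 and 0.0935 respectively without an iMSBmal1KO replicate, replicate 2 for the regions of chromosome 18 and Lrrc28 and replicate 3 for that of chromosome 2.

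Among the less accessible regions, an intronic region of Syne1, chromosome 10, 5190823 to 5190963, had the smallest p-value. Its signal was 95.4 ± 28.5 in vehicle and 11.9 ± 2.47 in iMSBmal1KO (SD, n = 4 each), a log2 change of -2.88 ± 0.29 (SE, limma adjusted p of 2.58e-04). A region at an annotated transcription start of Rptor, chromosome 11, 119811098 to 119811425, went from 85.9 ± 8.45 to 10.4 ± 5.72 (SD, n = 4 each), a log2 change of -3.04 ± 0.32 (SE, limma adjusted p of 2.97e-04). The following 3 were an intronic region of Chmp5, chromosome 4, 40957593 to 40957945 (97.8 ± 22.2 to 15.9 ± 5.35), an intergenic region of chromosome X, 10758949 to 10759189 (70.8 ± 20.4 to 9.24 ± 3.38), and a region at a transcript end of D6Wsu163e, chromosome 6, 126944187 to 126944467 (66.4 ± 21.5 to 9.56 ± 1.67). Their log2 changes were -2.57, -2.82 and -2.63, with limma adjusted p-values of 2.98e-04, 2.98e-04 and 4.04e-04. Of these 5 regions, those on autosomes stayed past the threshold in all 21 other settings tried, and that of chromosome X in the 20 that kept this chromosome. The depth behind the values was modest, with 14 to 216 reads in a vehicle library and 5 to 31 in an iMSBmal1KO library, and the log2(signal + 1) scale understates changes of such regions.

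**Figure D2:**
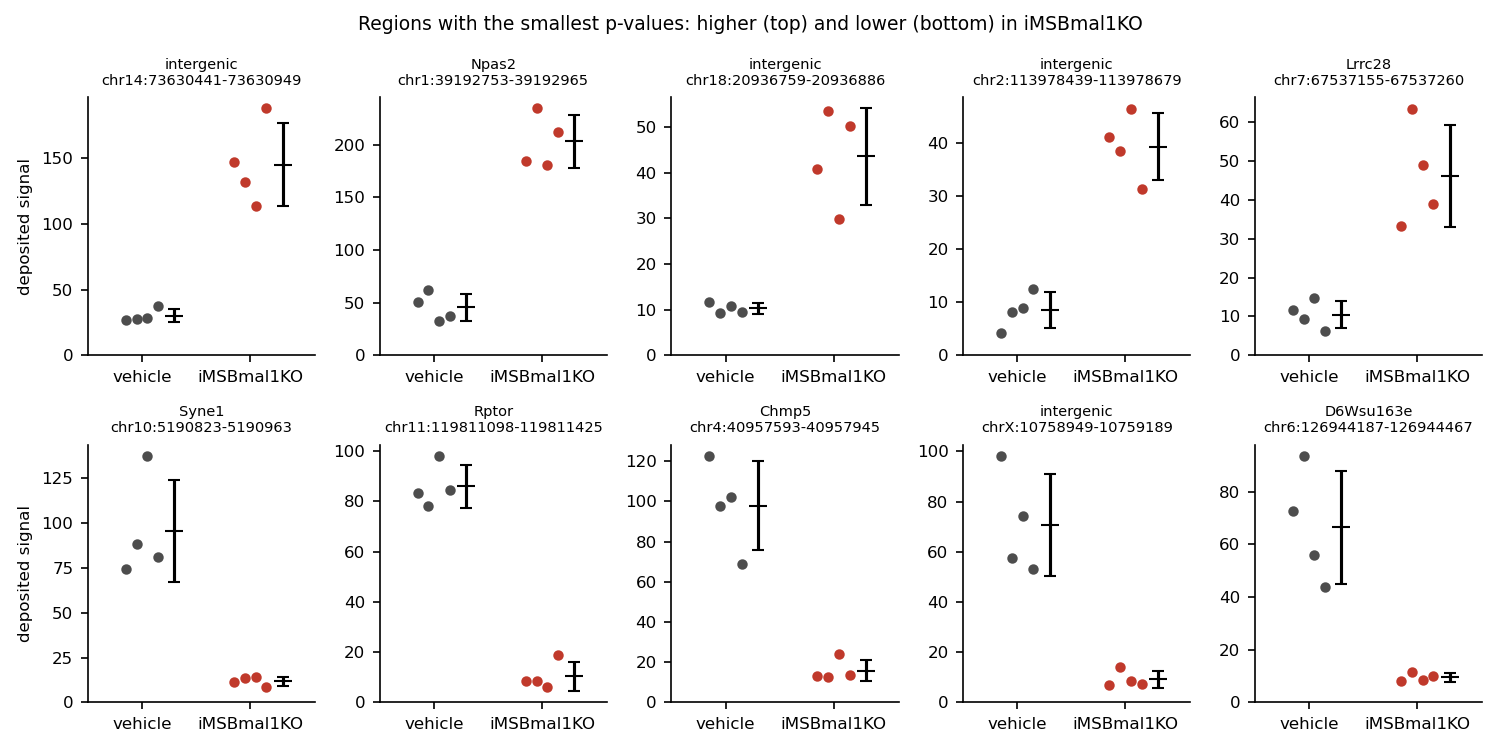
Deposited signal of the 5 regions with the smallest p-values among the more accessible (upper row) and the less accessible (lower row), at most 1 per gene, with 1 point per library in grey for vehicle and red for iMSBmal1KO and bars for the mean ± SD of 4 libraries. In every panel the 4 libraries of one group lie above the 4 of the other, as at Syne1, where the means were 95.4 and 11.9.

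Clock genes were examined as a list of 21 genes, because BMAL1 binds and regulates genes of this family, and 20 of them had tested regions, 352 in all. The labels give no time of day of tissue collection, so it could not be compared between the groups. The list as a whole did not move relative to the other regions (median log2 change -0.06 relative to all tested regions, camera p of 0.734, 0.786 after adjustment over 10 sets), with members going both ways. Of its regions 12 passed the threshold over all regions tested, 10 higher and 2 lower, and 27 passed when adjusted over the list alone, 20 of them higher. An unadjusted p under 0.05 was found in 78.

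All 31 tested Npas2 regions had a positive log2 change, with a median of 1.13, or 1.00 relative to all tested regions. The summed signal of all 111 Npas2 regions in the table was 808 ± 110 in vehicle and 2016 ± 246 in iMSBmal1KO (SD, n = 4 each), a mean log2 difference of 1.32 (exact two-sided permutation p of 0.0286, the smallest possible, 0.1 after adjustment over the 7 group summaries). Besides the region at 39192753 to 39192965 described above, those past the threshold with the smallest p-values lay on chromosome 1 at 39196234 to 39196447, 39192970 to 39193108, 39194155 to 39194408, 39229415 to 39229986, 39318033 to 39318339 and 39228509 to 39228783. Their log2 changes were 2.00, 3.17, 2.26, 2.74, 1.63 and 2.13, with limma adjusted p-values from 3.97e-04 to 0.00462. At the region with the change of 3.17 the vehicle libraries held 2 to 12 reads, which makes its size imprecise.

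The lower clock regions were an intronic region of Rora, chromosome 9, 68687572 to 68687762, and a region of Per2 annotated as 5' UTR exon, chromosome 1, 91457888 to 91458059, which was named after its values were seen. The Rora region went from 62.6 ± 15.3 to 12.9 ± 0.871 (SD, n = 4 each), a log2 change of -2.16 ± 0.29 (SE, limma adjusted p of 0.00204). The Per2 region went from 54.1 ± 16.2 to 14.6 ± 2.15 (SD, n = 4 each), a log2 change of -1.79 ± 0.29 (SE, limma adjusted p of 0.0145). The median change over the 146 tested Rora regions was -0.11 relative to all tested regions, so the called region did not represent the gene.

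**Figure D3:**
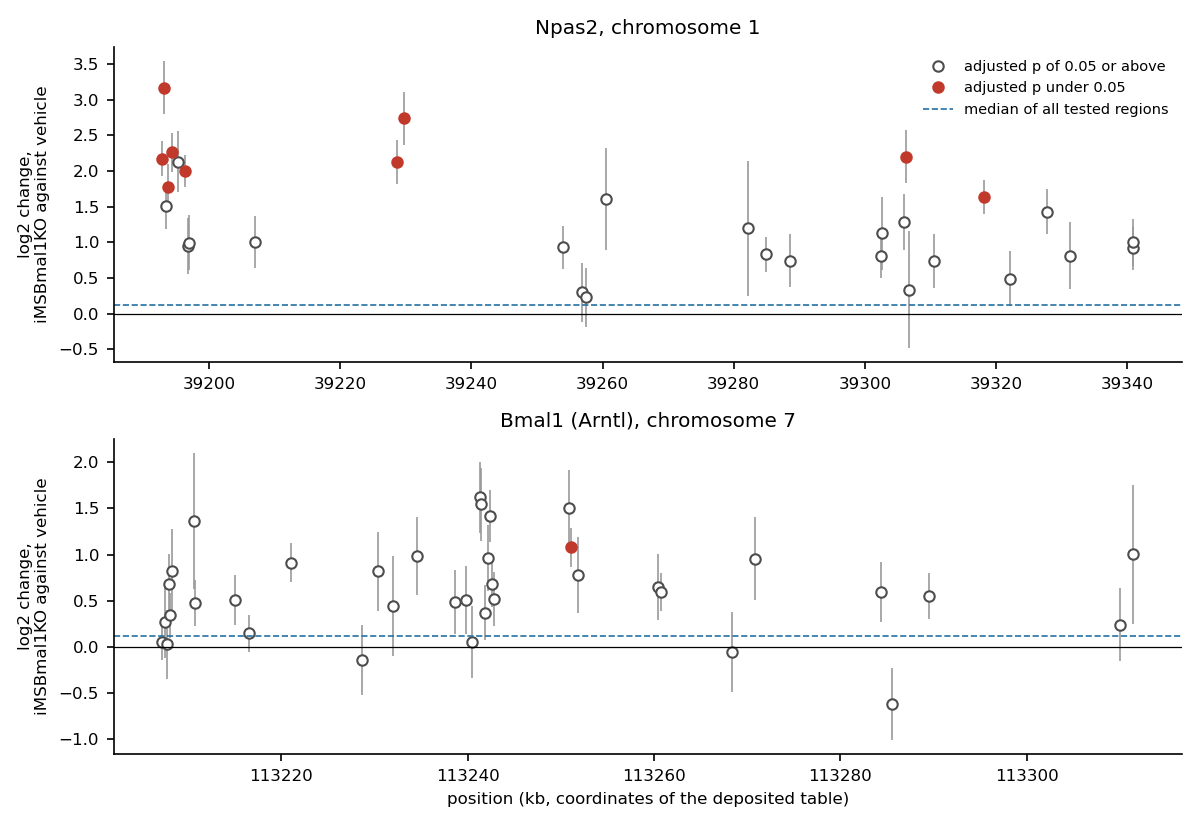
Log2 change with its SE (bars) of each tested region of Npas2 and Bmal1 against its position in kb, with regions at an adjusted p under 0.05 filled in red. All 31 Npas2 regions and 34 of 37 Bmal1 regions lie above 0, and the dashed line marks the median of all tested regions, 0.12.

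**Figure D4:**
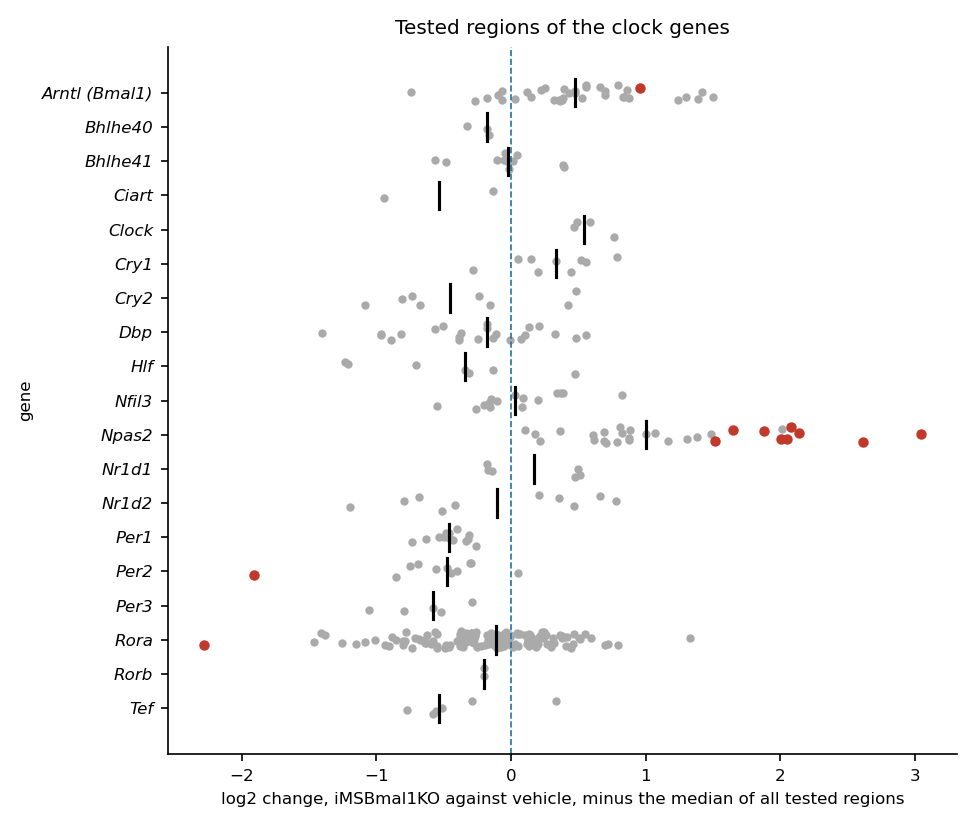
Each point is a tested region of 1 of 19 clock genes, placed by its log2 change minus the median of all tested regions, red where the adjusted p was under 0.05, and black bars mark the median per gene. Npas2 holds 9 of the 12 red points, and Rora, with 146 regions, centres near 0.

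Muscle genes described as outputs of the muscle clock formed a second list of 13 genes with 303 tested regions. Their median log2 change was -0.17 relative to all tested regions (camera p of 4.49e-05, 4.49e-04 after adjustment over 10 sets). This difference did not hold with an estimated correlation between regions (p = 0.174) or in the fry rotation test (p = 0.538). No region of the list passed the threshold, over all regions or adjusted over the list alone, and 34 had an unadjusted p under 0.05. The smallest p on the list was 5.94e-04, in a region of Tbc1d1, whose 62 regions had a median of -0.53 relative to all tested regions. Within 1000 bp of a transcription start the list had a median of -0.08 (camera p of 0.206).

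Promoter regions, within 1000 bp of a transcription start, numbered 37793 of those tested and did not move apart from the rest (median log2 change 0.03 relative to all tested regions, camera p of 0.130, 0.315 after adjustment over 10 sets). 21 of them passed the threshold over all regions tested, and 3095 had an unadjusted p under 0.05. The share of read equivalents in promoter regions was 54.1% ± 2.88 in vehicle and 53.7% ± 1.00 in iMSBmal1KO (SD, n = 4 each, exact two-sided permutation p of 0.886). On autosomes alone the shares were 51.1% ± 1.59 and 53.2% ± 0.941 (SD, n = 4 each, exact permutation p of 0.0857, 0.2 after adjustment over the 7 group summaries), and the direction of the difference reversed. The share over all chromosomes includes mitochondrial reads. In vehicle replicate 4, with a mitochondrial share of 16.5%, it was 58.2%, against 50.6% on autosomes. Leaving out reads away from promoters would raise the share, so most mitochondrial reads were counted at promoters. The share over all chromosomes thus partly reflects mitochondrial content. Without vehicle replicate 4 the difference over all chromosomes also reversed, from -0.369 to 1.01 percentage points.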

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

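All tests in this part were written down before the values they measure were computed. In each group of 4 libraries, the gap between the most distant library and its nearest neighbour was compared with the range of the group. Of 56 such group values, 3 had a library farther out than Dixon's 95% limit, and 2.8 are what chance gives.

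The 10 deepest regions, those with the largest signal summed over all libraries, took 20.9% of the read equivalents of vehicle replicate 4. The other vehicle libraries had 7.58% to 9.24%, a gap of 0.875 of the range. Vehicle replicate 4 also had the highest mitochondrial share, 16.5%. With the mitochondrial chromosome left out, the 10 deepest regions were chosen in each library by itself. They took 12.5% of the nuclear reads of vehicle replicate 4. This was below the 18.2% of iMSBmal1KO replicate 3 but still above the 5.52% to 8.11% of the other vehicle libraries. An excess over these thus remained among nuclear reads. Because the sets of regions differ, the fall from 20.9% does not measure the mitochondrial part of the excess. No biological explanation was tested, since the library shares its group with 3 others that do not show the excess.

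At the Chmp5 intron region of chromosome 4, iMSBmal1KO replicate 3 had a signal of 23.9 against 12.5 to 13.8 in the other 3 libraries of its group, a gap of 0.889 of the range. A weaker loss of BMAL1 in that library would raise the other lower regions too. Over the other 70 lower regions, its median ratio to the mean of the other iMSBmal1KO libraries was 0.915, with 27 of 70 above 1. These regions were thus not raised as a set. They were, however, called with this library in its group, which favours regions where it was low. This library also had the lowest summed Npas2 signal of its group, 1721 against 1918 to 2276. At the Bmal1 coding exon region it had the highest, 39.4 against 8.56 to 18.4. Its summed Bmal1 signal, 3154, lay within the range of the others. A weaker loss in that library is therefore not excluded. Counting noise stays open at a region with 11 to 31 reads in these libraries.

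At the Npas2 intron region that starts at 39318033, iMSBmal1KO replicate 2 had a signal of 194 against 124 to 134 in the other 3 libraries of its group, a gap of 0.860 of the range. A higher level of all Npas2 regions in that library would show at the others. Over the other 30 tested Npas2 regions, its median ratio to the mean of the other iMSBmal1KO libraries was 1.11, with 19 of 30 above 1 and quartiles of 0.941 and 1.28. This is less than the excess at the region itself, and a small difference between mice or chance stays open. All 4 iMSBmal1KO libraries lay above the vehicle libraries there, whose signal ran from 40.6 to 54.5.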

How the results depend on the processing

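The number of regions past the threshold was the result most open to processing. Against 110 regions (39 higher, 71 lower), abundance-dependent loess gave 342 (90 higher, 252 lower, 109 shared), the absence of a filter 195 (89 higher, 108 shared), and a threshold of 0.01 gave 36 (10 higher, 26 lower). Among the alternatives chosen after seeing the data, trimmed-mean factors gave 58 (20 higher, 38 lower, all 58 shared), limma-voom 342 (127 higher, 215 lower, 108 shared), limma-voom with quality weights 303 (120 higher, 183 lower, 107 shared), and a pseudocount of 5 gave 162, of which 66 were higher. Fewer calls at a threshold of 0.01 follow from its construction. For the others the cause was not tested. Median-of-ratios factors, total reads, a filter on mean reads, autosomes alone, a pseudocount of 0.5 and merged regions gave between 82 and 134 regions. The lower regions were the majority under each of these settings.

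Across the 8 fits that each left out one library, the count ran from 32 to 281 regions, the higher regions from 8 to 89 and the lower regions from 17 to 192. Lower regions were the majority in 7 of the 8 fits. Without vehicle replicate 2 they were 41.1% of 141. Leaving out vehicle replicate 4, the library with the lowest depth, gave the highest of the 8 counts.

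The replicate numbers do not pair the samples. The deviations of same-numbered libraries from their group means correlated at -0.06, 0.14, 0.02 and 0.02, against a mean of -0.01 for differently numbered ones. With the replicate number as a block, 100 regions passed the threshold, 77 of them shared. Among the 18 regions named under the rule, the single change was that the Bmal1 region was not called (limma adjusted p of 0.0745, within 0.00738 to 0.265 over all its settings). The Per2 region was not among these 18.

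The summed Bmal1 signal kept its direction in every setting, with a log2 difference from 0.37 to 0.53 across the fits that left out one library, and its exact permutation p was 0.0571 in the fits without iMSBmal1KO replicate 2 (0.43) and without replicate 4 (0.45), where the groups remained apart. Of 377 recomputed values for the 18 regions named under the rule, 359 stayed past the threshold and 18, in 4 regions, did not. All kept their direction.

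The lower accessibility of the muscle output list rested on the preset correlation. Its median of -0.17 had a p of 0.174 with an estimated correlation and of 0.538 in the fry test. Within 1000 bp of a transcription start it was -0.077. The clock list median, -0.06, ran from -0.18 within 1000 bp of a transcription start (camera p of 0.103) to 0.059 without a filter (camera p of 0.133), and was past the threshold in no setting. Promoter regions ran from 0.019 to 0.043 across the fits that left out one library, with a camera p of 0.0423 without iMSBmal1KO replicate 3. The promoter share, -0.369 percentage points, became 0.0230 with a wider promoter window and 2.17 on autosomes, and ran from -1.21 to 1.01 across the fits that left out one library, turning positive without vehicle replicate 4 and without iMSBmal1KO replicate 1 (0.0537). No exact permutation p of these was under 0.05. Most mitochondrial reads were counted at promoters, which bears on the reversals on autosomes and without vehicle replicate 4. Other causes were not tested.

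Not run were the GC correction alone and with the block, motif tests of E-box regions, a second count model, and loess for the summed Bmal1 signal.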

Other observations

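The tests of library thinning and of the neighbours of Npas2 were written before their values were computed. Loess scaling, the fits that left out a library and the alternative set tests had been planned before the data were examined. Their use here to test explanations, and all other tests of explanations in this part, were chosen after the results were seen. The 8 libraries can be split into 4 against 4 in 35 ways. As many regions past the threshold were found in 1 of the 35 splits, the real one. Of the other 34 splits, 33 gave 0 regions and the highest gave 12. As many regions on the larger side as the 71 lower ones were found in 1 of the 35 splits, and as many as the 39 higher ones in 1. These counts by direction come from the same splits and are not independent of the total. The other splits mix the groups, so true differences would add spread within their sides and lower their counts. A result of 1 in 35 is the smallest that these splits allow. For the set tests, 22 of the 35 splits gave a camera p as small for the clock list, 2 of the 35 for the muscle output list, and 12 of the 35 for promoter regions. The muscle output result is therefore not separated from other groupings of the same libraries.

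The 71 lower regions had a median iMSBmal1KO to vehicle ratio of 0.269, and 26 were at least 4-fold lower. The share of lower regions was 64.5% and stayed at 68.3% without vehicle replicate 4, which argues against its low depth as the source. All 71 stayed past the threshold after a loess curve over signal level was removed, which argues against a trend with signal level. Fewer nuclei of satellite cells, fibro-adipogenic cells, endothelial cells or macrophages would lower the marker regions of that cell type by a similar amount. The medians of these 4 lists ran from -0.10 to 0.23 relative to all tested regions, against -1.97 for the lower regions. The most accessible marker regions, a choice made after values were seen, at Flt1 (2045 ± 569 in vehicle, 2725 ± 1195 in iMSBmal1KO), Gsn (646 ± 126 and 539 ± 101), Cx3cr1 (374 ± 97.8 and 416 ± 55.0) and Pax7 (130 ± 43.0 and 118 ± 21.4, SD, n = 4 each), differed by less than the larger SD of their groups. Over single genes of these lists the lowest median was that of the 6 Flt1 regions, -0.51 relative to all tested regions, so the deepest Flt1 region did not stand for the others, and the weakest of the 71 lower regions lay at -1.08. No gene was shared between lists, and whether muscle fibres also use these genes was not examined. GC content, cell types outside these lists, the time of day of tissue collection and the inducing treatment stay open, alongside the knockout.

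The marker lists gave no set difference after adjustment over the 10 sets. Adjusted camera p-values were 0.0531 for fast fibres (median 0.18 relative to all tested regions), 0.786 for slow fibres (-0.08), 0.315 for satellite cells (0.19), 0.509 for fibro-adipogenic cells (-0.07), 0.381 for endothelial cells (-0.10), 0.315 for macrophages (0.23) and 0.589 for denervation (-0.04). Neither an estimated correlation nor fry gave an adjusted p under 0.05 for any of them.

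The rise at Npas2 was not shared by its neighbours as a set. The 137 tested regions within 1e+06 bp that belonged to other genes or to none had a median log2 change of 0.050, against 1.13 within Npas2, which argues against a copy number or mapping change of the whole stretch. 2 of these neighbours passed the threshold, both at Aff3 and both lower, with log2 changes of -1.95 and -2.04. The smaller rise at Bmal1 was at least 0.41 under the scalings tried, above the largest median shift of all regions under any of them, 0.17, which argues against scaling as its source. The deepest tested Bmal1 region, at an annotated transcription start, hardly changed. Greater accessibility of both genes may follow from the knockout or from the treatment. A different time of day of tissue collection in the groups, which the labels do not give, stays open too. So does a change confined to Npas2 of a kind not examined.

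Clock genes that the field assigns to E-boxes were mostly less accessible, in a grouping written down after some of the values had been seen. Of 12 such genes (Per1, Per2, Per3, Cry2, Nr1d1, Nr1d2, Dbp, Tef, Hlf, Ciart, Bhlhe40 and Bhlhe41), 11 had a median log2 change below that of all tested regions, all but Nr1d1. The mean of the 12 per-gene medians was -0.31 relative to all tested regions, and ran from -0.35 to -0.27 across 11 other scalings and fits without a library. Bhlhe41 moved above the median without vehicle replicate 3 or 4 or iMSBmal1KO replicate 1 or 3. Cry1, which the field also assigns to E-boxes, was not in the grouping. Its 9 regions had a median 0.33 above that of all tested regions, and with it, an alternative chosen after seeing the data, the mean was -0.26 and 11 of 13 genes lay below. Because the genes were grouped after values were seen, no test of the grouping is given, and chance stays open. A single region of these genes, at Per2, passed the threshold over all regions tested. Loss of BMAL1, which activates through E-boxes, is a candidate explanation. A different time of day of tissue collection in the groups could also lower these genes together, and the labels give no time of day, so these cannot be told apart here.

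The median log2 change of all tested regions, 0.12, was 0.037 without vehicle replicate 4, so the general shift may come from that shallow library. The mitochondrial share differed by -4.82 percentage points between iMSBmal1KO and vehicle, and by -1.63 without vehicle replicate 4, so this library set most of it. The low correlation of vehicle replicate 4 with the rest (mean r of 0.823 across regions) was tested by thinning each other library to the same number of nuclear reads, 3.60 M. Their mean correlation with the rest went from between 0.914 and 0.927 to between 0.849 and 0.867, with a median of 0.859. Depth therefore accounted for most of the gap but left a remainder, which its mitochondrial content or sample quality may share, and no biological explanation was tested.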
